A study of Mus musculus with 6 samples.

How the data were processed

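RNA was measured by sequencing in 6 libraries of C2C12 cells, an immortalized line of mouse myoblasts that fuse into myotubes when growth serum is withdrawn. The labels give 3 groups of 2 libraries each, all harvested 48 h after the change to differentiation medium. Cells of the control group stably carried a scrambled short hairpin RNA (shScr). The other groups carried hairpins against 1 of the 2 splice isoforms of the pyruvate kinase gene Pkm (shPkm1 and shPkm2). They are called the Pkm hairpin groups, since a lower target was not seen in each of them. Groups and replicate numbers were taken from the sample titles.

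The deposited table has 1 row per RefSeq transcript, 57920 in all, with the number of its NCBI gene. Per the file headers it gives an estimated count, an FPKM value and a TPM value for every transcript and library. The deposited estimated counts are not all whole: the share of whole values lay between 48.0% and 50.7% across libraries. The deposited FPKM values are scaled by the authors to transcript length and library size. The deposited TPM values are scaled by the authors to transcript length and sum to between 999999 and 1000000 in each library. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made by a commercial provider with its standard protocol. The labels and the header state no aligner, counting program, genome build, read length, strandedness or filter. A further 9 columns with the authors' group means were not used here. No column of single-library values was left out.

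Estimated counts were summed over the transcripts of each NCBI gene, giving 17558 genes, and rounded to whole numbers. Symbols came from a table of NCBI gene numbers, which matched 17445 genes. The 113 genes without a match kept their number as name and held at most 0.148% of the counts of a library. Totals ran from 18216896 to 19796036 estimated counts per library. At this depth a count of 3 or less was treated as the floor. A fold against a group with both libraries at or under the floor was computed against the floor and is given as a lower bound. It uses the mean of the other group, so the bound holds for that mean and not for each library. Floors cover counting error only, since no tagging of molecules is stated. Intervals of fold changes come from the fit and also include the spread between libraries.

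Genes were tested with edgeR 4.0.16 (R 4.3.3). Low genes were removed with filterByExpr (minimum count 10, minimum total 15), leaving 12643 genes. Library sizes were scaled by the trimmed mean of M values (TMM). A negative binomial model with 1 coefficient per group was fitted to all 6 libraries, so that the groups shared 1 estimate of the spread. The 3 contrasts were tested with the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05 on the adjusted p. All tests were two-sided. Standard errors are the absolute log2 fold change divided by the root of F. The Pkm isoforms were tested in a separate fit of the same kind on 33433 transcripts. A permutation of 2 libraries against 2 cannot give a p below 0.333, so only models fitted across all genes were used for tests.

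Lists of genes for muscle differentiation (60 genes), the cell cycle (56), subunits of SWI/SNF chromatin remodellers (31), glycolysis (30) and the interferon response (30) were written before the data were examined. Of these 58, 56, 27, 29 and 28 genes were tested. Pgam2 is in both the muscle differentiation and the glycolysis list. Lists were tested on log2 CPM (prior count 2) with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01, and adjusted over 15 tests. The value of a list is the median log2 fold change of its tested members.

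The genes named were chosen by a rule set before the data were examined. Pkm, Myod1, Myog, Mymk, Mki67, Pax7, Dpf2 and Arid1a were always reported. Each contrast added the 3 largest rises and the 3 largest falls among genes with a call, a mean of at least 50 counts, groups that do not overlap, and a symbol that is not a predicted or clone name. Each list added up to 2 risen and 2 fallen members per contrast. Ptbp1 is the exception: it was named for a hypothesis given in the closing part.

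Alternatives were DESeq2 size factors in edgeR, library totals without a composition factor, no filter beyond a count in any library, a mean of at least 50 counts, DESeq2 1.42.0, fits of only the groups compared, the replicate number as a block, and leaving out each library in turn. Further alternatives were limma on log2(FPKM + 1) and on log2(FPKM + 0.1), and for lists fry and camera with estimated correlation. A test against a log2 fold change of 1 with glmTreat was added after the data had been seen. Tests were checked on simulated counts drawn from the control means with 200 changed genes. The changed genes were picked above a minimum control mean, rises and falls were balanced, and all groups had the same spread. The data have far more calls and a more variable control pair, so the rates given next need not hold there. At a 2-fold change 95% of 100 genes were called and at a log2 change of 0.5 it was 54% of 100, while 10 of 11946 unchanged genes were called. In the simulated contrast without a change 0 of 12146 genes were called. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and Matplotlib 3.10.9. GENCODE M21 (assembly GRCm38) was used for the exons of Pkm and for transcript length and GC content, and a RefSeq gene table of GRCm38.p6 for gene order only.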

Results

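Transcript abundance was measured by RNA sequencing in C2C12 mouse myoblasts after 48 h in differentiation medium. The design compared cells carrying a scrambled hairpin (shScr), a hairpin against the Pkm1 isoform (shPkm1) and a hairpin against the Pkm2 isoform (shPkm2) of pyruvate kinase, with 2 libraries per group. The libraries labelled shScr held 18436414 and 19289625 estimated counts, those labelled shPkm1 18216896 and 19796036, and those labelled shPkm2 19030076 and 18961213. The 20 genes with the most counts took between 11.1% and 15.1% of a library.

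Libraries of a group were close to each other. Across genes, log2 CPM (counts scaled to library size) of replicates correlated at r = 0.988 for shScr, 0.994 for shPkm1 and 0.994 for shPkm2, against 0.860 to 0.921 between libraries of different groups. These correlations are across genes, which are not independent replicates. Replicates still differed by more than sampling noise: the chi-square per degree of freedom was 32.3 in shScr, 6.16 in shPkm1 and 6.93 in shPkm2. The control pair was the most variable of the 3. The biological coefficient of variation over all 6 libraries was 0.0851. In a multidimensional scaling of the 500 most different genes per pair of libraries, dimension 1 held 62.5% of the variance and dimension 2 held 31.4%.

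**Figure D1:**
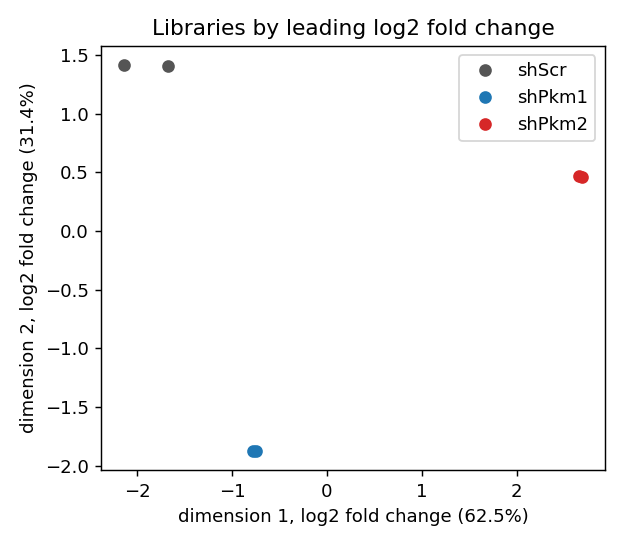
Multidimensional scaling of the 6 libraries, with leading log2 fold change on each axis and 1 point per library. Dimension 1 holds 62.5% of the variance and runs from the shScr points through shPkm1 to shPkm2, and dimension 2 (31.4%) sets shPkm1 apart.

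The targeted gene was examined first, as a check of the labels. Pkm (NCBI gene 18746) lies on chromosome 9 from 59656368 to 59679375 on the plus strand in GRCm38, with 11 exons in each of the curated isoforms. The isoforms use different exons at position 9. The exon of the Pkm1 isoform (NM_001253883.1) spans 59675029 to 59675195 and that of the Pkm2 isoform (NM_011099.3) spans 59675568 to 59675734, both 167 bases long. The annotated exons 1 and 11 also differ, with 282 and 648 bases in the Pkm2 isoform and 77 and 462 in the Pkm1 isoform. Isoform counts therefore need not rest on exon 9 alone. Because the isoforms share most of their sequence, their counts depend on how the authors' counting divided shared reads.

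Summed over transcripts, Pkm stood at 3246 ± 321 CPM (SD, n = 2) in shScr, 2092 ± 133 in shPkm1 and 3726 ± 96.0 in the libraries labelled shPkm2. In the edgeR quasi-likelihood test it was lower in shPkm1 than in shScr, with a log2 fold change of -0.63 (SE 0.133, adjusted p 0.00107). In the libraries labelled shPkm2 it did not differ from shScr, with a log2 fold change of 0.20 (SE 0.133, adjusted p 0.198). The alternative that moved this value most was limma on FPKM, which gave 0.53 and an adjusted p of 0.00511 to 0.00564. Leaving out either control library moved it to between 0.10 and 0.30. The direct contrast of the Pkm hairpin groups gave 0.83 (SE 0.134, adjusted p 0.000159).

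The Pkm1 isoform was at 981.5 ± 32.2 CPM in shScr, 304 ± 11.02 in shPkm1 and 321 ± 12.3 in the libraries labelled shPkm2. Its log2 fold change against shScr was -1.66 (SE 0.0765, adjusted p 0.00272) in shPkm1 and -1.58 (SE 0.0763, adjusted p 0.00124) in the libraries labelled shPkm2. The Pkm hairpin groups did not differ from each other in this isoform, at 0.08 (adjusted p 0.690).

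The Pkm2 isoform was at 2222 ± 350.2 CPM in shScr, 1756 ± 163 in shPkm1 and 3364 ± 64.7 in the libraries labelled shPkm2. It was therefore not lower in the libraries whose label names it. Its log2 fold change against shScr was 0.63 (SE 0.161, adjusted p 0.0656) in the libraries labelled shPkm2 and -0.31 (SE 0.161, adjusted p 0.322) in shPkm1. Between the Pkm hairpin groups it was 0.93 higher in the libraries labelled shPkm2 (SE 0.162, adjusted p 0.0390). That call was lost with the replicate number as a block (adjusted p 0.0612). With library totals only, the rise against shScr was 0.92 and past the threshold (adjusted p 0.0257). In TPM as deposited by the authors, the Pkm2 isoform had 1295 ± 314 in shScr, 1329 ± 71.7 in shPkm1 and 2665 ± 49.6 in the libraries labelled shPkm2. It made up 68.3% of the Pkm counts in shScr, 83.9% in shPkm1 and 90.3% in the libraries labelled shPkm2. Results for that group are given below by the label of its libraries, since a fall of the targeted isoform was not seen.

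**Figure D2:**
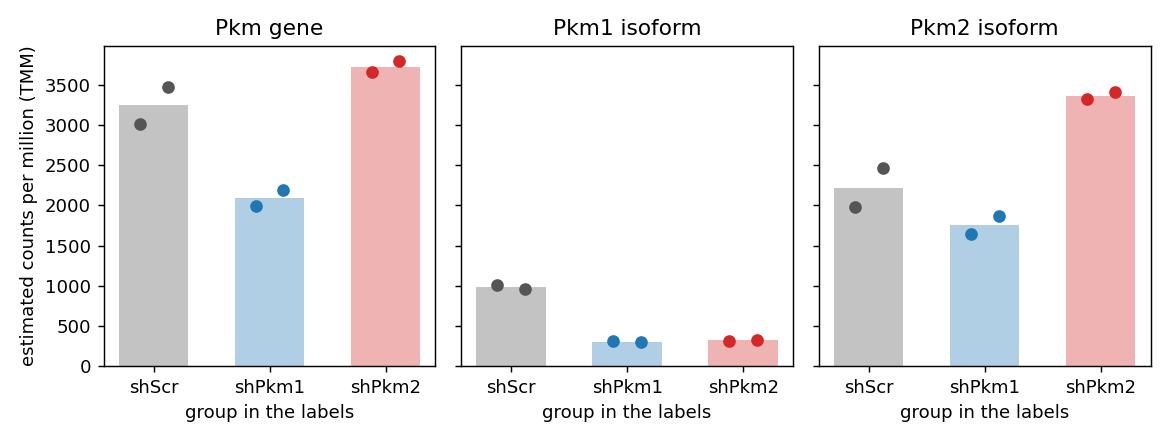
Estimated CPM after TMM scaling for all Pkm transcripts together (left), the Pkm1 isoform (middle) and the Pkm2 isoform (right), by group in the labels. Points are the 2 libraries of a group and bars their mean; the Pkm1 isoform is near 304 and 321 under both Pkm hairpin labels, while the Pkm2 isoform reaches 3364 in the libraries labelled shPkm2.

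To ask what the Pkm1 hairpin changed, shPkm1 was compared with shScr. Of 12643 genes tested, 7984 (63.2%) had an adjusted p under 0.05 in the edgeR test, 4018 higher and 3966 lower. A change of at least 2-fold was seen in 1598 of the higher and 1190 of the lower genes. At 8-fold or more there were 228 rises and 166 falls. Without a composition factor the number of calls was 7772, of which 65.8% were higher, against 50.3% with TMM, and the median of all tested genes shifted by 0.19 on the log2 scale. The genes named follow the rule given above, which asks for a call and a mean of at least 50 counts. Of those above the floor in both groups, Cdhr1 rose most, with a log2 fold change of 8.33 (SE 0.181, adjusted p 5.00e-12). It had 5 and 6 counts in the controls. Sfrp1 had 0 counts in both control libraries and was at least 54.6-fold higher, and Pcdhgb8 at least 11.7-fold higher. With the lower shPkm1 library in place of the mean these bounds were 53.7 and 8.93. By that rule the largest falls were in Rsad2 at -7.12 (SE 0.187, adjusted p 2.47e-11) and Cmpk2 at -6.76 (SE 0.241, adjusted p 1.38e-10). In shPkm1, Rsad2 had 7 and 9 counts and Cmpk2 had 6 and 6. Tgtp1 followed at -5.74 (SE 0.310, adjusted p 8.39e-09). Pcdhgb8 and Tgtp1 belong to families of similar genes, so their counts are uncertain.

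For the libraries labelled shPkm2, in which the Pkm2 isoform was not lower, the same comparison with shScr gave 8602 genes (68.0%), 4283 higher and 4319 lower. At least 2-fold were 1788 of the higher and 1737 of the lower genes. Without a composition factor there were 8797 calls, 69.3% of them higher against 49.8% with TMM, with a shift of 0.32 in the median of all genes. Of falls of at least 8-fold there were 494, against 88 rises. Smpx was at least 429.7-fold lower than the mean of shScr, Adamtsl2 at least 249.9-fold and Cilp2 at least 97.0-fold. Against the lower control library these bounds were 295.6, 182 and 89.45. Ranbp3l was at least 57.9-fold and Pcdhgb8 at least 28.2-fold higher, or 54.95-fold and 22.85-fold with the lower shPkm2 library in place of the mean. Prl2c3, a member of a family of similar genes, had a log2 fold change of 5.71 (SE 0.381, adjusted p 2.40e-08), with 2 and 5 counts in the controls. It was 6.40 without control library 2.

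The Pkm hairpin groups were compared directly. The control libraries do not enter these fold changes but enter the shared estimate of the spread, and a fit of only the 4 libraries of the Pkm hairpin groups called 7876 genes. In the fit of all 6 libraries there were 6703 genes (53.0%) with a call, 3246 higher and 3457 lower in the libraries labelled shPkm2. At least 2-fold were 894 of the higher and 1452 of the lower genes, and at least 8-fold 89 and 499. Without a composition factor 61.3% of 6979 calls were higher, against 48.4% with TMM, and the median shifted by 0.13. Cilp was at least 1380-fold, Adamtsl2 at least 202.6-fold and Ltc4s at least 124-fold lower in the libraries labelled shPkm2. Against the lower shPkm1 library in place of the mean these bounds were 1343, 177.8 and 110.8. By the naming rule the largest rises were in Prl2c3 (log2 fold change 5.91), Ngfr (5.43) and Kcnab1 (5.16). Prl2c3 and Ngfr each had 1 and 6 counts in shPkm1, and leaving out 1 of those libraries moved them to between 5.18 and 7.56 and between 4.70 and 7.08.

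Myod1 was lower than in shScr by a log2 fold change of -0.90 (SE 0.104, adjusted p 8.09e-06) in shPkm1 and -2.22 (SE 0.109, adjusted p 1.19e-09) in the libraries labelled shPkm2. Myog changed by -0.94 (SE 0.128) and -5.35 (SE 0.154), and Mymk, which encodes a fusion protein, by -1.41 (SE 0.127) and -7.36 (SE 0.168). All 4 of these falls had an adjusted p of 3.19e-05 or less. Mki67 was higher by 1.46 (SE 0.126, adjusted p 5.43e-07) and 2.90 (SE 0.131, adjusted p 5.31e-10). Pax7 had between 4 and 41 counts per library. It did not differ between shPkm1 and shScr (-0.25, adjusted p 0.562) and was lower in the libraries labelled shPkm2 (-3.08, adjusted p 9.71e-05). In the direct contrast, Myod1 (-1.33), Myog (-4.41), Mymk (-5.95), Pax7 (-2.82) and Mki67 (1.44) all passed the threshold.

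The muscle differentiation list fell in both comparisons with shScr. Its median log2 fold change was -1.86 in shPkm1 (camera, adjusted p 2.41e-20) and -7.05 in the libraries labelled shPkm2 (adjusted p 4.23e-33), or -6.80 with 6 genes at the floor set to their bounds. All 58 tested members were lower with an adjusted p under 0.05 in each comparison, and the count was 58 when adjusted over the list alone. In shPkm1, Mybpc2 was at least 46.4-fold lower against the mean of the controls, which had 184 and 56 counts, and at least 19.8-fold lower against the lower of them. Mybpc1 had a log2 fold change of -4.96, and of -4.34 without control library 1. In the libraries labelled shPkm2, Smpx was lowest and Myh8 had a log2 fold change of -8.33, or -7.41 without control library 1. The direct contrast gave a median of -5.01 (adjusted p 5.92e-36), or -4.99 with bounds, and 57 of 58 members were lower, also when adjusted over the list alone. Myh1 (-6.95) and Tnni1 (-6.66) fell most. The alternative that moved these medians most was limma on log2(FPKM + 1), which understates changes of low genes. It gave -4.90 for the libraries labelled shPkm2 against shScr and -3.16 for the direct contrast, both past the threshold.

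The cell cycle list rose. Its median was 0.79 in shPkm1 (adjusted p 6.48e-11), with 45 of 56 members higher and 0 lower over all genes tested, and 45 higher and 1 lower when adjusted over the list alone. It was 2.27 in the libraries labelled shPkm2 (adjusted p 4.64e-25), with all 56 members higher by either adjustment. Nuf2 (1.91) and Cenpf (1.87) rose most in shPkm1, and Ncapg (3.27) and Ttk (3.12) in the libraries labelled shPkm2. In the direct contrast the median was 1.40 (adjusted p 4.12e-27), with all 56 members higher and the largest rises in Cdc20 (2.22) and Ube2c (1.87).

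The title of the study names a chromatin remodelling complex, and the SWI/SNF subunit list addressed it. In the camera test the list did not differ from the other genes in shPkm1 (median -0.01, adjusted p 0.945). Of 27 members 7 were higher and 7 lower, also when adjusted over the list alone. In the libraries labelled shPkm2 the median was 0.41 (adjusted p 0.0513), with 15 higher and 6 lower, or 16 and 6 when adjusted over the list alone. With library totals only that median was 0.73 and passed the threshold (adjusted p 0.0362). The direct contrast gave 0.26 (adjusted p 0.0391), with 12 higher and 5 lower, or 14 and 5 when adjusted over the list alone. Members moved both ways: Smarca2 (2.15) and Bicral (1.02) rose and Smarcd3 (-0.85) and Bcl7c (-0.53) fell in shPkm1. In the libraries labelled shPkm2, Pbrm1 (1.12) and Smarcd1 (1.10) rose and Smarcd3 (-0.97) and Bcl7a (-0.72) fell. Between the Pkm hairpin groups Actl6a (0.93) and Dpf1 (0.88) were higher and Smarca2 (-1.28) and Phf10 (-0.63) lower in the libraries labelled shPkm2. Dpf2 was lower than in shScr in shPkm1 (-0.49, SE 0.0969, adjusted p 0.000703) and in the libraries labelled shPkm2 (-0.59, SE 0.0970, adjusted p 0.000113), without a difference between them (-0.11, adjusted p 0.372). Arid1a did not differ in shPkm1 (0.18, SE 0.109, adjusted p 0.175) and was higher in the libraries labelled shPkm2 (0.95, SE 0.108, adjusted p 4.42e-06). With library totals only, the Arid1a change in shPkm1 was 0.37 with an adjusted p of 0.0202. The direct contrast of Arid1a gave 0.78 (adjusted p 4.40e-05).

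The glycolysis list moved little. Its median was -0.27 in shPkm1 (adjusted p 0.0362), with 6 members higher and 15 lower of 29, and -0.31 in the libraries labelled shPkm2 (adjusted p 0.115), with 5 higher and 14 lower. These counts were the same when adjusted over the list alone. With library totals only these medians were -0.08 (adjusted p 0.0272) and 0.01 (adjusted p 0.175). The Pkm hairpin groups did not differ (-0.05, adjusted p 0.945), with 8 members higher and 8 lower. Among members with a call, Aldoc (2.66) and Slc2a3 (1.95) rose most and Pgam2 (-2.31) and Slc2a4 (-1.88) fell most in shPkm1. In the libraries labelled shPkm2, Pfkfb1 (1.62) and Slc16a1 (0.67) rose most and Pgam2 (-7.68) and Pfkm (-2.65) fell most. Between the Pkm hairpin groups, Pfkfb1 (1.09) and Ldhb (0.90) rose most and Pgam2 (-5.36) and Slc2a3 (-3.25) fell most. Aldoc and Slc2a3 had fewer than 40 counts in each library, and Slc2a4 had 98 and 38 in the controls. Without control library 1 the changes in shPkm1 were 3.30 for Aldoc, -1.66 for Pgam2 and -0.94 for Slc2a4, and that of Pgam2 in the libraries labelled shPkm2 was -7.02. Slc2a3 between the Pkm hairpin groups was -4.04 without shPkm2 library 2.

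The interferon response list, which was included as a check for a general response to hairpins, was lower in both Pkm hairpin groups. Its median was -3.26 in shPkm1 (adjusted p 9.54e-21), with 27 of 28 members lower and 0 higher, and -3.41 in the libraries labelled shPkm2 (adjusted p 8.61e-18), with all 28 lower. The counts were the same when adjusted over the list alone. Rsad2 (-7.12) and Usp18 (-5.65) fell most in shPkm1, and Ifit3 (-5.50) and Usp18 (-5.05) in the libraries labelled shPkm2. Between the Pkm hairpin groups the median was -0.01 (adjusted p 0.945), with 6 members higher and 6 lower, Rsad2 (2.93) and Ifih1 (0.93) rising and Isg20 (-1.30) and Dhx58 (-1.01) falling in the libraries labelled shPkm2.

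All list calls above rest on the preset correlation. With fry, the muscle differentiation, cell cycle and interferon lists kept their calls against shScr, and the glycolysis list was called in both Pkm hairpin groups and the SWI/SNF list in the libraries labelled shPkm2. Fry asks whether the members of a list change at all, and camera whether they change more than other genes. Most tested genes had calls against shScr, so a fry call does not set a list apart from them. With camera and an estimated correlation, the interferon list was the only one past the threshold, with an adjusted p of 0.0211 in each comparison with shScr.

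**Figure D3:**
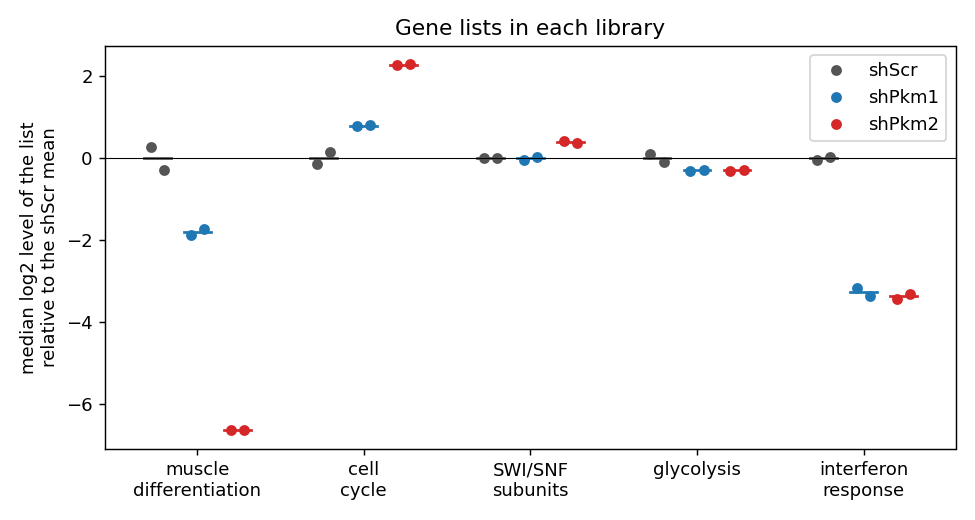
Median log2 level of each of the 5 gene lists in every library, relative to the mean of the shScr libraries, with 1 point per library and a line at the group mean. The muscle differentiation list is at -6.63 and -6.62 in the libraries labelled shPkm2 and at -1.88 and -1.72 in shPkm1, while the interferon list lies between -3.44 and -3.16 in all 4 libraries of the Pkm hairpin groups.

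The responses of the Pkm hairpin groups were set against each other, gene by gene. Their log2 fold changes against shScr correlated across the 12643 genes with Pearson's r = 0.533 and Spearman's rho = 0.632. Both comparisons share the control libraries, and 20 simulations of unchanged groups against shared controls gave r from 0.430 to 0.544 and rho from 0.444 to 0.482. Over all tested genes the observed r lay within the simulated range, and the observed rho above it. The simulated groups held no changed genes, unlike the data, so their range does not show how much of the observed r comes from sharing. For genes with a mean of at least 50 counts r was 0.602, above the simulated 0.466 to 0.532. With a different control library for each Pkm hairpin group, which removes the sharing, r was 0.554 and 0.4996, beside 0.533 with shared controls. These 2 values are from differences of log2 CPM (prior count 2) and not from the edgeR fit. The share of genes with the same sign was 76.4%, against 65.5% to 67.9% in the simulations. There were 6179 genes with a call in both comparisons, and 0 or 1 in the simulations, which therefore give no reference value for the direction of called genes. Of the 6179 genes, 90.4% had the same direction, 2663 higher and 2924 lower in both. Genes that rose in shPkm1 and fell in the libraries labelled shPkm2 numbered 371, and 221 went the other way. The change was larger in the libraries labelled shPkm2 for 63.1% of the genes called in both.

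**Figure D4:**
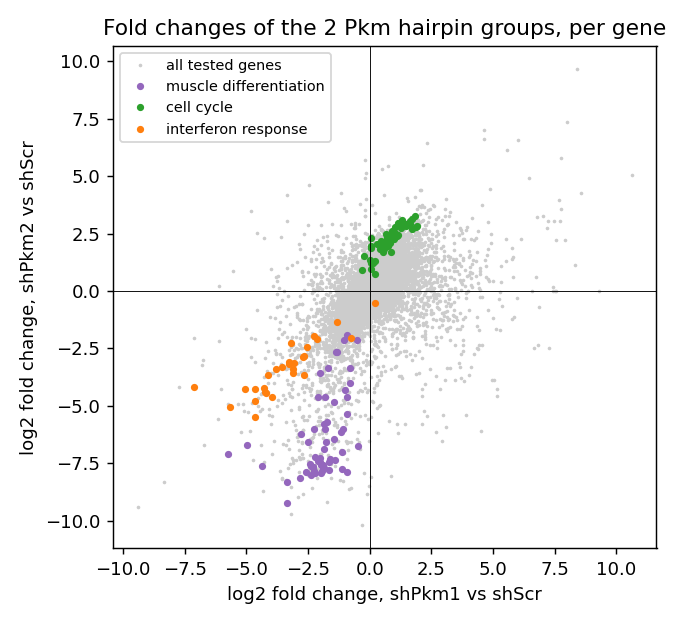
Log2 fold change against shScr of each of the 12643 tested genes in shPkm1 (horizontal axis) and in the libraries labelled shPkm2 (vertical axis), with members of 3 lists in colour. Muscle differentiation genes extend further down (median -7.05) than left (median -1.86), whereas interferon genes lie near the diagonal (medians -3.26 and -3.41).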

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

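The tests of shared reads between isoforms and of exchanged labels were chosen after the isoform values had been seen, and the test of Ptbp1 was stated before its value was. With 2 libraries per group no test for a single deviating library applies. The 3 results below were picked out because the Pkm hairpin groups moved a value in opposite directions from shScr and the direct test of their difference passed the threshold.

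The Pkm sum was higher in the libraries labelled shPkm2 than in shPkm1 by 0.83 (adjusted p 0.000159), and the Pkm2 isoform by 0.93 (adjusted p 0.0390). The latter lost its call with the replicate number as a block (0.94, adjusted p 0.0612). The hairpin named for Pkm2 would be expected to lower that isoform. An error in dividing shared reads could hide such a fall, but then the sum of all Pkm transcripts would have fallen too. With the Pkm2 isoform held at its control level, the observed loss of the Pkm1 isoform alone would have moved the sum by -0.33. The sum moved by 0.20 (95% confidence interval -0.09 to 0.49), which argues against a large hidden fall as long as the Pkm1 isoform did not rise. The value of -0.33 rests on the same division of shared reads. If the Pkm1 isoform was in truth unchanged, the interval leaves room for a small fall of the Pkm2 isoform. Exchanged labels for shPkm1 and shPkm2 were weighed next. As the test was stated, they would make the Pkm2 isoform the one that falls most in the libraries labelled shPkm1. Its log2 change there was instead higher than that of the Pkm1 isoform, by 1.35, which by itself speaks against an exchange. That difference comes from a fall of the Pkm1 isoform, which was as large under both labels (0.08 between them, adjusted p 0.690), so it is no marker of which hairpin was used. The Pkm2 isoform itself changed by -0.31 in the libraries labelled shPkm1, with an interval from -0.73 to 0.11 that allows both no fall and a weak one. Exchanged and correct labels cannot be told apart here, because no library carries another mark of its hairpin.

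A candidate explanation for the rise of the Pkm2 isoform is splicing. Ptbp1 encodes a splicing factor that favours the exon of Pkm2, and it was higher than in shScr by 1.57 (adjusted p 3.07e-08) in the libraries labelled shPkm2 and by 0.50 (adjusted p 0.00115) in shPkm1. With library totals only the former was 1.90. The Ptbp1 group means of 208, 294 and 619 CPM rank as the Pkm2 share of Pkm counts does (68.3%, 83.9% and 90.3%). The level of the Pkm2 isoform itself does not follow that rank, at 2222, 1756 and 3364 CPM. In shPkm1 it changed by -0.31 although Ptbp1 rose. The share there rose with the fall of the Pkm1 isoform (-1.66). That isoform is the named target of the hairpin, but it fell alike in the libraries labelled shPkm2 (-1.58). What lowered it in either group was not tested, so the matching rank is no evidence for splicing. A role of Ptbp1 is a hypothesis from the same libraries. Whether a loss of differentiation by itself raises Ptbp1 was not tested. Whether the hairpin acts through protein level rather than transcript level was not tested, since protein was not analysed here. The opposite signs of the Pkm sum follow from the same isoform values and are no independent result.

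The SWI/SNF list had a median of -0.01 in shPkm1 and 0.41 in the libraries labelled shPkm2, and 0.26 (adjusted p 0.0391) between them. The first of these is near 0 over members that go both ways, so the opposite signs carry little weight. The direct result lost its call without a filter (0.17, adjusted p 0.0549), with a mean of at least 50 counts (0.25, adjusted p 0.0554) and with an estimated correlation (adjusted p 0.216). No technical or biological explanation was tested for this list.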

How the results depend on the processing

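Counts of called genes stayed within 1.5 times the reported ones under every alternative stated before the data were examined. They ran from 6938 to 8049 for shPkm1 against shScr, from 7707 to 8797 for the libraries labelled shPkm2 against shScr and from 5599 to 7876 between the Pkm hairpin groups. The test against a log2 fold change of 1, chosen after seeing the data, called 1563, 2182 and 1486 genes, all of them among the calls reported, because it asks for larger changes. Library totals and FPKM moved the split of higher and lower calls, and also which genes were called. Library totals kept the call and direction of 6674 of 7984, 6985 of 8602 and 5945 of 6703 reported calls. For log2(FPKM + 1) the calls kept were 6615, 6929 and 5809. With limma on log2(FPKM + 1), 65.2%, 69.3% and 61.4% of calls were higher. Leaving out a library leaves 1 in its group, and only values and no calls were taken from those fits. Of the reported calls at least 99.975% kept their direction in each of them. This is a weak check, since these genes were called in a fit that included the same libraries.

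For Pkm in the libraries labelled shPkm2 against shScr, library totals gave 0.52 (adjusted p 0.00243) and limma gave 0.53 with either pseudocount, where the reported 0.20 had no call. The Pkm2 isoform in that comparison gained a call with library totals (0.92), a mean of at least 50 counts (0.63), DESeq2 (0.60) and limma (0.93 with either pseudocount). The adjusted p of these ranged from 0.000198 to 0.0269. The median of all tested genes shifts by 0.32 under library totals and by 0.31 under log2(FPKM + 1) in this comparison, close to the moves of both values. The cause of the gains with a mean of at least 50 counts and with DESeq2 was not tested.

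Replicate numbers did not pair the libraries: deviations of same-numbered libraries from their group means correlated at -0.03, 0.04 and 0.05. With the replicate number as a block 7922, 8566 and 6682 genes were called. The block changed the call of 1 of 109 results, the Pkm2 isoform between the Pkm hairpin groups (0.94, adjusted p 0.0612).

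With an estimated correlation, camera no longer called the muscle differentiation list (medians -1.86, -7.05 and -5.01, adjusted p 0.244, 0.216 and 0.216), the cell cycle list (0.79, 2.27 and 1.40, adjusted p 0.387, 0.216 and 0.216), the glycolysis list in shPkm1 (-0.27, adjusted p 0.5002) or the SWI/SNF list between the Pkm hairpin groups (0.26, adjusted p 0.216). The medians are the same by construction, and 3 residual degrees of freedom limit that estimate. Fry, which does not compare a list with other genes, called the SWI/SNF list (0.41, adjusted p 0.00313) and the glycolysis list (-0.31, adjusted p 0.0309) in the libraries labelled shPkm2. The SWI/SNF list was called there with library totals (0.73) and log2(FPKM + 1) (0.67), and lost its call between the Pkm hairpin groups without a filter (0.17) and with a mean of at least 50 counts (0.25).

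Some values without a call changed sign. The SWI/SNF list in shPkm1 was 0.19 with library totals, 0.0120 without a filter, 0.0065 with a mean of at least 50 counts, 0.14 with log2(FPKM + 1) and 0.0062 with only the groups compared. With library totals and log2(FPKM + 1), the glycolysis list was 0.0133 and 0.0139 in the libraries labelled shPkm2, where the reported median was -0.31, and 0.0840 and 0.0968 between the Pkm hairpin groups, and the interferon list was 0.117 and 0.0838 between the Pkm hairpin groups. Dpf2 between the Pkm hairpin groups was 0.0227 with library totals, 0.0277 with log2(FPKM + 1) and 0.0284 with log2(FPKM + 0.1). Pax7 in shPkm1 was 0.0071 with log2(FPKM + 1) and 0.0320 with log2(FPKM + 0.1). The cause was not tested for those that scaling does not explain.

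The fits that each left out 1 library gave these ranges. For the SWI/SNF list they were -0.0392 to 0.0318 in shPkm1 and 0.18 to 0.37 between the Pkm hairpin groups. The interferon list ran from -3.41 to -3.19 in shPkm1, from -3.46 to -3.33 in the libraries labelled shPkm2 and from -0.0554 to -0.0052 between the Pkm hairpin groups. The muscle differentiation list ran from -7.34 to -6.53 and the cell cycle list from 2.12 to 2.47 in the libraries labelled shPkm2, and the cell cycle list from 1.39 to 1.43 between the Pkm hairpin groups. Pkm in the libraries labelled shPkm2 against shScr ran from 0.10 to 0.30 and Pax7 in shPkm1 from -0.68 to 0.17. The Pearson correlation of the responses ran from 0.510 to 0.596, the highest without control library 2, and was 0.602 with a mean of at least 50 counts, where simulated unchanged groups gave 0.466 to 0.532.

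Of 81 results for named genes, 4 changed call or direction under a setting other than leaving out a library. Besides Pax7 and Dpf2 these were Arid1a in shPkm1, which gained a call with library totals and FPKM, and Pfkfb1 between the Pkm hairpin groups, which lost it with DESeq2. A test of annotated terms was not run, because the table carries none. DESeq2 gave no adjusted p for 2222 to 2856 genes per contrast, and these are not counted as lost. Low counts limit results such as those of Pax7, Aldoc, Slc2a3, Slc2a4, Pfkfb1, Mybpc2, Prl2c3 and Ngfr, and counts near 0 limit the fold changes given as bounds. The large fold changes of Cdhr1, Rsad2, Cmpk2, Myh8 and Kcnab1 also rest on 3 to 9 counts per library in the lower group.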

Other observations

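The test of a raised control response was chosen after the interferon values had been seen, and the other tests here were stated before theirs were.

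The interferon list was lower by 3.26 and 3.41 on the log2 scale in the Pkm hairpin groups. A trend with GC content and transcript length was removed by a loess fit over all tested genes, of which 97.7% had values, including all tested list members. The smaller of the remaining medians was -3.46, in the libraries labelled shPkm2, far beyond the width of 0.134 over fits that left out 1 library, which argues against that trend. A single control library with a high response is argued against by the levels per library: the lower control library stood 3.13 above the highest library of the Pkm hairpin groups, while the controls differed by 0.07. What stays open is which cells changed. A response raised in the control cells, for example by the scrambled hairpin, was weighed against falls in both Pkm hairpin groups. The median of the list between the Pkm hairpin groups was -0.0128, but 6 members were higher and 6 lower, from -1.30 to 2.93, so this median does not show that the Pkm hairpin groups are equal and decides nothing. The explanations cannot be told apart, because no library of cells without a hairpin was analysed here.

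The falls of the muscle differentiation list and the rises of the cell cycle list were tested in the same way. With library totals only, the smaller of the medians was -1.65 for muscle differentiation and 0.99 for the cell cycle. After removal of the GC and length trend they were -1.71 and 0.73. None of these settings brought a median to 0, which argues against composition scaling or such a trend as the whole cause. A biological hypothesis that remains is less complete differentiation with more cycling cells in the Pkm hairpin groups, stronger in the libraries labelled shPkm2, in which the Pkm2 isoform was not lower. A difference between the stable cells of the groups that arose apart from the hairpins was not tested, and the labels do not say whether replicates came from separate transfections.

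More of the tested genes had calls than not, and copy-number differences between the cells of the groups were tested as a cause. Genes were placed in 253 windows of 50 neighbours. Window medians spread more than over 1000 shuffles, with an SD of 0.261 in shPkm1 against at most 0.141, and 0.291 in the libraries labelled shPkm2 against at most 0.174. That part of the prediction was met. After the window median was subtracted, 96.7% and 96.9% of calls kept their direction, which argues against copy number as the cause of most calls. Neighbouring genes that share regulation may also widen window medians, so a regional contribution to some genes stays open.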
